A study of Homo sapiens and Mus musculus with 18 samples.

How the data were processed

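Total RNA from 3 lines studied as granulosa cell tumor lines was measured by paired-end RNA sequencing in 18 libraries. KGN and COV (named COV434 in the extraction protocol) are human lines and AT29 is a mouse line. Each line was given vehicle (DMSO) or EX-527, an inhibitor of the deacetylase SIRT1 also known as selisistat, at 50 µM for 24 h, with 3 libraries per group and 6 groups. The protocol text counts 18 samples for each line, whereas the sample labels give 6 libraries per line, and the labels were used. The labels name no date, batch or pairing of samples. The groups held no other dose of EX-527, no other inhibitor and no line lacking SIRT1, and RNA alone was measured. Changes with EX-527 therefore cannot be assigned to inhibition of SIRT1 alone.

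The deposited gene reads are expected counts, that is, estimated reads per gene that were not scaled to a common total. Between 79.8% and 82.3% of the deposited values above 0 were whole numbers in each library. A value that is not whole marks a gene that shares reads with another gene, and such genes are named as having shared reads. The authors also deposited TPM values, which are scaled by transcript length so that each column adds up to the same total. The aligner, the quantification program, the annotation release and the strand setting are not stated in the labels. Per the file names the human build was hg38 (GRCh38) and the mouse build was mm10. The human values covered 60651 genes and the mouse values 55401, with 1242 and 110 repeated symbols respectively, so genes were followed by Ensembl identifier. Coordinates and gene types of human genes were taken from GENCODE 29, which held 58405 of the human identifiers, 38152 of them in the same version. Mouse coordinates were not used here.

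Library totals ranged from 39780064 to 59366308 expected counts. Counting error and the spread between libraries were estimated together by the models below, and floors cover counting error only. A group whose libraries all held 3 counts or fewer was treated as being at the floor, and folds against it are lower bounds computed at 3 counts. Normalised counts (CPM, the usual scaling of each library to a common total) were computed with the library totals scaled by the trimmed mean of M-values (TMM).

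Expected counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with its minimum of 10 counts, quasi-likelihood F-test, two-sided), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each line was fitted alone, EX-527 against vehicle. The response of KGN minus that of COV was tested as an interaction in 1 fit over the 12 human libraries, and the KGN vehicle libraries were compared with the COV vehicle libraries. Standard errors (SE) were derived from the log2 fold change and the F statistic. Genes called in the same direction in more than 1 line were counted among the genes tested in each of those lines, where human and mouse genes were matched by symbol ignoring case.

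The samples, comparisons, tests, gene lists, alternatives and the rule for naming genes were chosen before the data were examined. The 8 lists were p53 targets (25 genes), cell cycle (27), cholesterol synthesis (23), ATF4 targets (24), targets of the aryl hydrocarbon receptor AHR (7), granulosa and steroidogenic genes (23), FOXO targets (16) and NF-kB targets (14). They were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the 24 combinations of list and line and, for the interaction, over the 8 lists. Another 6 lists were added after the results of single genes had been seen: alpha- and beta-tubulins (10 genes), the gamma-tubulin complex (8), interferon-stimulated genes (24), hypoxia genes (20), LXR targets (7) and fatty acid synthesis (11). These were adjusted among themselves.

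The genes named were the sirtuins SIRT1 to SIRT7, and per line the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 50 counts whose EX-527 libraries all lay on one side of all vehicle libraries. Up to 10 genes called in the same direction in 3 lines, up to 5 called in the same direction in the 2 human lines, the 3 largest interaction values in each direction, up to 4 called members of each list and the granulosa and steroidogenic genes at baseline were also named. Any other gene named was chosen after its values were seen. Results for some genes that met this rule or belonged to a list are not reported here.

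The alternatives were normalization by relative log expression (RLE), no filter on low counts beyond at least 1 count, a filter at a mean of 50 counts, the DESeq2 1.42.0 Wald test, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), replicate number as a block, 1 fit over the 12 human libraries, leaving out each library in turn, and for lists fry or camera with an estimated correlation. A pair of alternatives was chosen after seeing the data. The first added offsets per library in GC content and transcript length (natural splines with 5 degrees of freedom) for the human lines, and the second kept genes with whole counts in each library. Each gene of the fixed and added lists that was tested in the human lines had a GC content and a length. Other splits of the same libraries into groups of the same sizes were tested with the same models, and with 3 libraries against 3 there are 10 such splits, so the share of splits cannot fall under 0.1.

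The pipeline was tested on simulated data, in which counts drawn at the observed depth held 200 genes changed 1.25-fold or 1.5-fold. Each gene was given the spread fitted for its abundance, and the changed genes were chosen above a minimum CPM. The recovered shares therefore do not cover genes of low abundance or genes with more spread than that fit. At 1.25-fold, 86.5% of the changed genes were recovered with the design of KGN, 78% with that of COV, 89% with that of AT29, 47.5% for the interaction and 86% for the baseline comparison. At 1.5-fold the recovered shares were 100%, 97.5%, 99.5%, 95% and 98.5%. Over both sizes, between 1.11% and 9.42% of the calls of a comparison were false. Figures were drawn with matplotlib 3.10.9 and tables read with pandas 2.3.3 in Python 3.11.15.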

Results

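RNA from 18 cultures of lines studied as granulosa cell tumor lines was sequenced, 3 vehicle and 3 EX-527 cultures for each of KGN, COV and AT29. The KGN vehicle libraries held 53081290, 53740229 and 39780064 expected counts for replicates 1 to 3, and the KGN EX-527 libraries 59121679, 40001308 and 53425997. The COV vehicle libraries held 44927395, 48616149 and 44242163 expected counts, and the COV EX-527 libraries 40146824, 42761972 and 40834326. In AT29 the vehicle libraries held 49181217, 42016585 and 46874577 expected counts and the EX-527 libraries 52339037, 59366308 and 48809054. TMM factors lay between 0.991 and 1.01. The 10 most abundant genes took between 3.21% and 10.2% of the counts of a library, and mitochondrial genes between 0.794% and 3.65%.

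The first comparison asked which transcripts changed when each line was exposed to the SIRT1 inhibitor EX-527. In KGN, 3033 of 16388 genes tested had an adjusted p-value under 0.05, 1651 higher and 1382 lower with EX-527. In COV there were 2703 of 17432, with 1449 higher and 1254 lower, and in AT29 3679 of 17077, with 1866 higher and 1813 lower. At an unadjusted p under 0.05 the counts were 5394, 5224 and 5930. The direction with more calls in COV depended on the setting. RLE gave 1373 higher and 1406 lower, whereas a minimum mean of 50 counts gave 1597 and 1400. Most changes were small, since the median absolute log2 fold change of the called genes was 0.21 in KGN, 0.23 in COV and 0.20 in AT29, and 69, 33 and 96 of them changed at least 2-fold. The 2-fold counts rested largely on genes with low counts: among genes with a mean of at least 50 counts they were 12, 5 and 28, and with no filter 244, 119 and 215. The count of KGN was 41 without vehicle replicate 1 and 45 without vehicle replicate 2, and that of COV 17 without vehicle replicate 2, 11 without EX-527 replicate 2 and 17 without EX-527 replicate 3. Genes with shared reads made up 50.7%, 42.4% and 32.3% of the calls of at least 2-fold, against 22.8%, 21.6% and 20.8% of the smaller calls. The biological coefficient of variation was 4.15% in KGN, 5.82% in COV and 4.12% in AT29. Analysis of TPM values with limma moved the counts of KGN and AT29 most, to 830 and 1721 genes on log2(TPM + 1), and gave 1459 in COV. Replicate number as a block moved the count of COV most, to 543.

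Single libraries weighed on these counts. With 1 library left out, KGN gave 1377 genes without vehicle replicate 1, 1632 without vehicle replicate 2, 1564 without vehicle replicate 3 and 1923 without EX-527 replicate 3. COV gave 1551 without vehicle replicate 2, 1595 without EX-527 replicate 1, 1067 without EX-527 replicate 2 and 1423 without EX-527 replicate 3. AT29 gave 2441 without vehicle replicate 1 and 1982 without EX-527 replicate 2. The remaining fits stayed within 1.5 times the counts from all 6 libraries of the line.

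The transcript of the inhibitor's target was measured first, although RNA does not show whether the enzyme was inhibited. SIRT1 (ENSG00000096717.12, chromosome 10, 67884669 to 67918390, hg38) had 24.0 ± 0.347 CPM (SD, n = 3) with vehicle and 23.6 ± 1.46 CPM (SD, n = 3) with EX-527 in KGN, a log2 fold change of -0.026 (SE 0.051, adjusted p 0.768). In COV it had 23.8 ± 2.59 and 23.7 ± 0.904 CPM (SD, n = 3 each), a log2 fold change of -0.0052 (SE 0.079, adjusted p 0.976). In AT29 Sirt1 (ENSMUSG00000020063.16) had 16.1 ± 0.309 and 15.5 ± 0.787 CPM (SD, n = 3 each), a log2 fold change of -0.06 (SE 0.055, adjusted p 0.476). No change of SIRT1 was detectable at this depth in any of the 3 lines, and its sign changed in KGN without EX-527 replicate 3 (0.019) and in COV in 1 fit over the 12 human libraries (0.0021). Of the other sirtuins, SIRT2 (ENSG00000068903.20, chromosome 19, 38878555 to 38899862) and SIRT3 (ENSG00000142082.15, chromosome 11, 215458 to 236931) were called in COV, with log2 fold changes of 0.20 (SE 0.042, adjusted p 0.0161) and 0.25 (SE 0.053, adjusted p 0.0166). Sirt5 (ENSMUSG00000054021.6) was called in AT29 at 0.24 (SE 0.069, adjusted p 0.0272). With 1 library left out these calls were lost in 3, 4 and 4 of 6 fits, and the adjusted p reached 0.0941 for SIRT2 and 0.0943 for SIRT3 without COV EX-527 replicate 2, and 0.130 for Sirt5 without AT29 EX-527 replicate 2. The remaining sirtuins were not called in any line, although SIRT5 (ENSG00000124523.17, chromosome 6, 13574529 to 13615158) passed in COV without COV vehicle replicate 1 (log2 fold change 0.22 and adjusted p 0.0547 over all libraries, 0.2766 and 0.0195 without it).

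In KGN the largest increases among genes with a mean of at least 50 counts included a pair with shared reads in each of the 6 libraries, AP000295.1 (ENSG00000249624.9, chromosome 21, 33229901 to 33297160), with a log2 fold change of 2.76 (SE 0.48), and MEF2B (ENSG00000213999.17, chromosome 19, 19145568 to 19170289), with 1.59 (SE 0.36). MEF2B lost its call in 3 of 6 fits with 1 library left out (adjusted p 0.0598 without vehicle replicate 1). Increases were also seen in SCG5 (ENSG00000166922.8, chromosome 15, 32641676 to 32697098), from 2.85 ± 0.281 to 5.96 ± 0.0465 CPM (SD, n = 3 each; log2 fold change 1.07, SE 0.096, adjusted p 0.000132), and CA9 (ENSG00000107159.13, chromosome 9, 35673856 to 35681159), from 6.12 ± 0.712 to 12.5 ± 2.17 CPM (SD, n = 3 each; log2 fold change 1.05, SE 0.12, adjusted p 0.000581). The largest decrease, AC087721.2 (ENSG00000285920.2, chromosome 15, 41284013 to 41380743; log2 fold change -2.65), also rested on shared reads. TGFB2 (ENSG00000092969.12, chromosome 1, 218346235 to 218444619) fell from 6.93 ± 0.993 to 3.18 ± 0.164 CPM (SD, n = 3 each; log2 fold change -1.12, SE 0.11, adjusted p 0.000255). STRA6 (ENSG00000137868.19, chromosome 15, 74179466 to 74212267) fell from 6.08 ± 0.432 to 2.81 ± 0.265 CPM (SD, n = 3 each; log2 fold change -1.11, SE 0.10, adjusted p 0.000149). RARB (ENSG00000077092.19, chromosome 3, 25174332 to 25597932) and PADI3 (ENSG00000142619.4, chromosome 1, 17249098 to 17284233) had log2 fold changes of -1.05 (SE 0.17) and -1.03 (SE 0.19).

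In COV the increases were led by AL139011.2 (ENSG00000258465.8, chromosome 1, 160216800 to 160285130; log2 fold change 1.59, SE 0.46), which had shared reads, as did MEF2B (1.04, SE 0.28). With 1 library left out they lost their calls in 4 and 5 of 6 fits (adjusted p 0.134 without COV EX-527 replicate 1 and 0.120 without COV EX-527 replicate 2). PCBP3 (ENSG00000183570.17, chromosome 21, 45643694 to 45942454) rose from 0.972 ± 0.113 to 2.13 ± 0.160 CPM (SD, n = 3 each; log2 fold change 1.13, SE 0.16, adjusted p 0.00374). LINC01203 (ENSG00000226985.7, chromosome X, 13334776 to 13403019) and SCN3B (ENSG00000166257.10, chromosome 11, 123629187 to 123655244) rose by 1.09 (SE 0.17, adjusted p 0.00507) and 1.01 (SE 0.17, adjusted p 0.00652). TLR4 (ENSG00000136869.16, chromosome 9, 117704175 to 117724730) fell from 2.44 ± 0.0798 to 1.39 ± 0.174 CPM (SD, n = 3 each; log2 fold change -0.81, SE 0.14, adjusted p 0.00813), with a value that was not whole in 1 of the 6 libraries. The remaining decreases were in genes with shared reads, ARHGAP11B (ENSG00000285077.2, chromosome 15, 30624494 to 30638805; -0.86), AC002116.1 (ENSG00000248101.2, chromosome 19, 36008638 to 36014235; -0.81), AL034430.1 (ENSG00000285508.1, chromosome 20, 10413520 to 10431922; -0.79) and AP001931.2 (ENSG00000288534.1, whose position the annotation used does not give; -0.83). Without COV EX-527 replicate 2 the adjusted p was 0.0850 for ARHGAP11B, 0.115 for AC002116.1 and 0.0668 for AL034430.1, and without COV vehicle replicate 2 it was 0.0694 for AP001931.2. These 4 calls were lost in 2, 5, 1 and 3 of 6 fits with 1 library left out.

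In AT29, Pax5 (ENSMUSG00000014030.15) rose from 0.557 ± 0.0920 to 1.85 ± 0.234 CPM (SD, n = 3 each; log2 fold change 1.74, SE 0.20, adjusted p 0.000193). The other 4 of the largest increases had shared reads. Ifit3 (ENSMUSG00000074896.3) rose from 36.8 ± 5.10 to 92.0 ± 4.31 CPM (SD, n = 3 each; log2 fold change 1.32, SE 0.077, adjusted p 4.08e-06). Ifit3b (ENSMUSG00000062488.9), Mx2 (ENSMUSG00000023341.15) and Gm12185 (ENSMUSG00000048852.13) had log2 fold changes of 1.22, 1.18 and 1.16. Ak4 (ENSMUSG00000028527.18) had the largest decrease, from 6.82 ± 3.53 to 0.887 ± 0.127 CPM (SD, n = 3 each; log2 fold change -2.94, SE 0.32, adjusted p 0.000129), with a wide spread between vehicle libraries and shared reads in 4 of 6 libraries. Sox18 (ENSMUSG00000046470.5) fell from 7.48 ± 0.592 to 2.15 ± 0.338 CPM (SD, n = 3 each; log2 fold change -1.80, SE 0.12, adjusted p 7.06e-06). Stmn4 (ENSMUSG00000022044.14), Krt79 (ENSMUSG00000061397.8) and Ngfr (ENSMUSG00000000120.6) had log2 fold changes of -1.57, -1.45 and -1.41.

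The lines were then compared for shared changes. Among 14656 genes tested in both human lines, 681 were called in both, 573 in the same direction (229 higher and 344 lower) and 108 in opposite directions. Independent calls would give 246.9 genes in the same direction. Across those genes, which are not independent replicates, the log2 fold changes of the lines correlated with a Pearson r of 0.173. Analysis of log2(TPM + 0.1) with limma gave 153 genes in the same direction, the lowest of the alternatives. With 1 library left out the count was 325, 310 and 300 without KGN vehicle replicates 1, 2 and 3, 379 without KGN EX-527 replicate 3, 373 without COV vehicle replicate 2, and 375 and 288 without COV EX-527 replicates 1 and 2. KGN and AT29 shared 724 of 893 calls in direction among 10707 genes matched by symbol, and COV and AT29 shared 554 of 702 among 10889. In all 3 lines 204 of 10224 genes were called in the same direction, 67 higher and 137 lower, against 34.1 for independent calls. That count was 135, 134 and 134 without KGN vehicle replicates 1, 2 and 3, 111 without COV EX-527 replicate 2 and 122 without AT29 EX-527 replicate 2.

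Ranked by their smallest absolute change, the first 10 of the 204 genes were all higher with EX-527. ARRDC3 (ENSG00000113369.9, chromosome 5, 91368724 to 91383359) had log2 fold changes of 0.86 (SE 0.047, adjusted p 2.11e-05) in KGN, 0.45 (SE 0.07, adjusted p 0.00545) in COV and 0.85 (SE 0.10, adjusted p 0.000211) in AT29 (Arrdc3, ENSMUSG00000074794.10). In KGN it rose from 22.2 ± 0.862 to 40.3 ± 1.75 CPM (SD, n = 3 each). GDF11 (ENSG00000135414.10, chromosome 12, 55743280 to 55757278) rose by 0.30, 0.33 and 0.40 in KGN, COV and AT29, FOXRED2 (ENSG00000100350.15, chromosome 22, 36487190 to 36507101) by 0.39, 0.38 and 0.28, LZTS3 (ENSG00000088899.15, chromosome 20, 3162617 to 3173592) by 0.40, 0.46 and 0.27, and CELSR2 (ENSG00000143126.8, chromosome 1, 109250019 to 109275750) by 0.33, 0.43 and 0.45. These 5 genes stayed past the threshold in each line with any 1 library left out. DDIT3 (ENSG00000175197.12, chromosome 12, 57516588 to 57521737) rose by 0.34, 0.34 and 0.62, and CREBRF (ENSG00000164463.12, chromosome 5, 173056352 to 173139284) by 0.63, 0.39 and 0.34. In COV their calls were lost in 3 and 4 of 6 fits with 1 library left out (adjusted p 0.0720 and 0.131 without EX-527 replicate 2). GPR155 (ENSG00000163328.14, chromosome 2, 174431571 to 174487094), SLFN5 (ENSG00000166750.10, chromosome 17, 35243036 to 35273655) and CSPG5 (ENSG00000114646.10, chromosome 3, 47562239 to 47580792) rose by 0.44, 0.30 and 0.99 in KGN. In KGN GPR155 and CSPG5 lost their calls in 4 and 5 of 6 fits with 1 library left out (adjusted p 0.0861 and 0.139 without vehicle replicate 2). In COV SLFN5 lost its call in 6 of 6 fits, whichever library was left out (adjusted p up to 0.116, without EX-527 replicate 2), and CSPG5 in 1 (0.0533 without EX-527 replicate 2). Of genes called in the same direction in the human lines, those with the largest smallest change were MEF2B and AP001931.2, both with shared reads, COLQ (ENSG00000206561.14, chromosome 3, 15450133 to 15521751; 0.92 in KGN and 0.72 in COV), HCP5 (ENSG00000206337.12, chromosome 6, 31400702 to 31477506; 0.85 and 0.65) and IQCH-AS1 (ENSG00000259673.6, chromosome 15, 67403619 to 67521844; 0.62 and 0.94). HCP5 overlaps another gene and had shared reads, and IQCH-AS1 is an antisense transcript by name, so their changes are uncertain. In KGN IQCH-AS1 lost its call in 6 of 6 fits, whichever library was left out (adjusted p up to 0.140, without vehicle replicate 1), AP001931.2 in 2 (0.0771 without vehicle replicate 1) and COLQ in 5 (0.0929 without vehicle replicate 2). In COV COLQ lost its call in 5 of 6 fits (0.109 without EX-527 replicate 1).

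**Figure D1:**
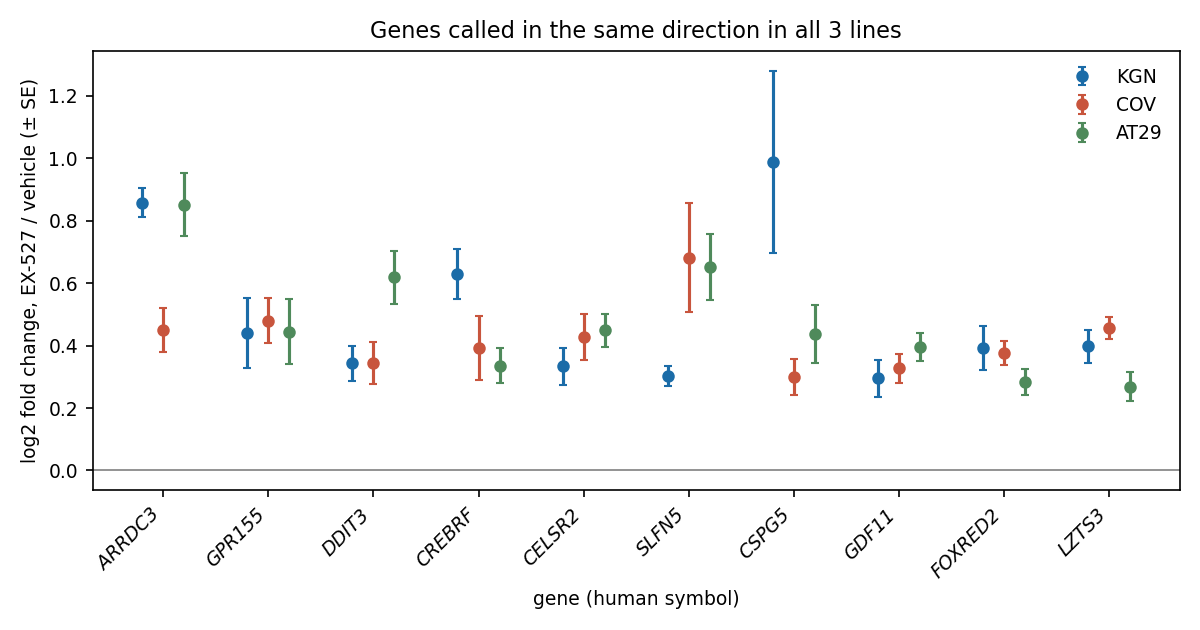
Log2 fold changes (vertical axis, points) with SE (bars) of 10 genes called in the same direction in KGN, COV and AT29, 3 EX-527 against 3 vehicle libraries per line. Each point lies above 0, from 0.27 for Lzts3 in AT29 to 0.99 for CSPG5 in KGN.

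Gene lists were tested to ask which known programs moved with EX-527. Cholesterol synthesis genes were lower in each line. The median log2 fold change of the list was -0.29 in KGN (21 of 23 genes lower, camera adjusted p 4.12e-32), -0.12 in COV (17 of 22 lower, adjusted p 7.06e-05) and -0.25 in AT29 (22 of 23 lower, adjusted p 1.48e-22). Of these genes 19, 10 and 20 were called over all genes tested and 22, 11 and 20 when adjusted over the list alone. In COV 9 of the 10 calls over all genes were lower and 1 was higher, LSS (log2 fold change 0.22, adjusted p 0.00789). Cell cycle genes were lower in COV, with a median of -0.33 and 27 of 27 genes lower (adjusted p 9.32e-40), and lower in KGN (-0.086, 24 of 27 lower, adjusted p 7.06e-05; median -0.053 without EX-527 replicate 3) and AT29 (-0.081, 20 of 27 lower, adjusted p 0.000265). Over all genes tested 24, 7 and 15 of them were called in COV, KGN and AT29, and 25, 9 and 16 when adjusted over the list alone. In AT29 13 of the 15 calls over all genes were lower and 2 were higher. In KGN p53 targets were higher (median 0.15, 18 of 25 genes higher, adjusted p 6.62e-05), with 14 called over all genes (13 higher and 1 lower) and 16 adjusted over the list alone. ATF4 targets were higher in KGN as well (median 0.16, 21 of 23 higher, adjusted p 1.55e-12), with 14 called and 16 adjusted over the list alone. NF-kB targets in KGN had a median of 0.21 (11 of 12 higher, adjusted p 0.0318), with 3 called and 6 adjusted over the list alone, but without KGN EX-527 replicate 3 the median was 0.11 and the adjusted p 0.224. That median was 0.33 without EX-527 replicate 1 (adjusted p 0.0574) and 0.34 without EX-527 replicate 2, and without vehicle replicate 2 the adjusted p was 0.0563. In AT29 the granulosa and steroidogenic list had a median of -0.12 (13 of 18 lower, adjusted p 0.03), with 6 called (5 lower and 1 higher) and 7 adjusted over the list alone, and NF-kB targets -0.12 (10 of 13 lower, adjusted p 0.0194), with 3 called over all genes and 3 adjusted over the list alone. Both calls in AT29 were lost with 1 library left out, at an adjusted p of 0.0561 without vehicle replicate 3 for the former and 0.0608 without vehicle replicate 1 for the latter. The median of the former was -0.19 without vehicle replicate 1 and -0.063 without vehicle replicate 2, and that of the latter -0.055 without EX-527 replicate 1.

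**Figure D2:**
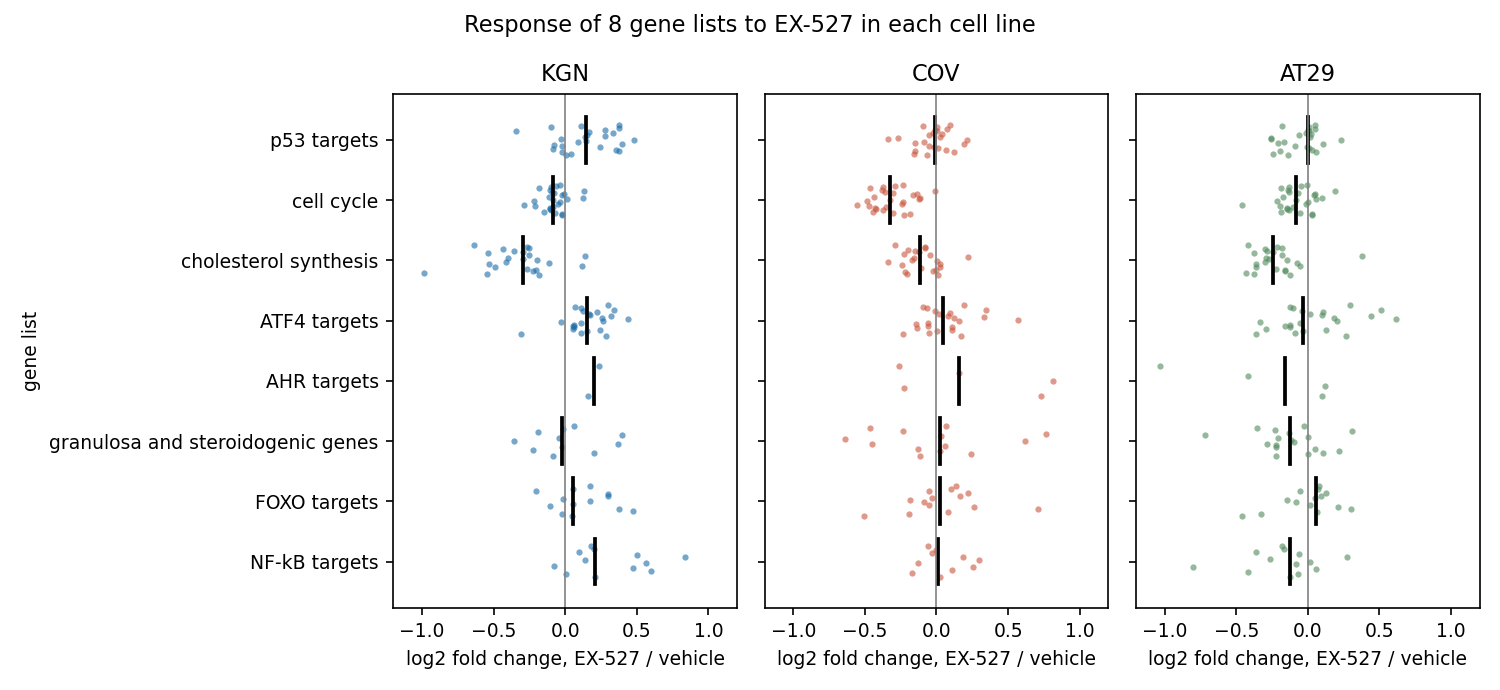
Log2 fold changes of the members of 8 gene lists (points) and the list medians (black bars) in KGN, COV and AT29, EX-527 against vehicle. Cholesterol synthesis medians lie at -0.29, -0.12 and -0.25, and the cell cycle median lies lowest in COV at -0.33.

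The remaining 13 combinations of list and line were not past the threshold. In KGN the adjusted p was 0.0608 for AHR targets (median 0.20, 2 genes, 1 called and 2 adjusted over the list alone), 0.809 for granulosa and steroidogenic genes (median -0.021) and 0.317 for FOXO targets (median 0.052). AHR targets in KGN passed with fry (0.018), and with camera without EX-527 replicate 2 (0.0314) or EX-527 replicate 3 (0.000758). Medians of lists that did not pass moved with single libraries: in KGN that of FOXO targets was 0.13 without EX-527 replicate 1, in COV that of AHR targets was -0.024 without EX-527 replicate 1 and 0.32 without vehicle replicate 2, and that of granulosa and steroidogenic genes -0.081 without vehicle replicate 3, and in AT29 that of AHR targets -0.33 without vehicle replicate 2 and -0.027 without EX-527 replicate 3. Over the fits with 1 library left out, the median of granulosa and steroidogenic genes in KGN ranged from -0.059 to 0.019. In COV the medians ranged from -0.049 to -0.005 for p53, 0.023 to 0.057 for ATF4, -0.025 to 0.054 for FOXO and -0.037 to 0.045 for NF-kB targets. The adjusted p in COV was 0.296 for p53 targets (median -0.013), 0.337 for ATF4 targets (0.048), 0.809 for AHR targets (0.16), 0.624 for granulosa and steroidogenic genes (0.023), 0.524 for FOXO targets (0.025) and 0.809 for NF-kB targets (0.011). In AT29 the adjusted p was 0.254 for p53 targets (median -0.001; 0.0318 with a median of -0.034 without vehicle replicate 3), 0.624 for ATF4 targets (-0.031), 0.841 for AHR targets (-0.16) and 0.624 for FOXO targets (0.056). Under fry the calls that held were p53, cholesterol synthesis and ATF4 in KGN, cell cycle and cholesterol synthesis in COV, and cell cycle, cholesterol synthesis, granulosa and NF-kB in AT29. With the correlation estimated per list the cell cycle list in COV alone held among the 24 combinations (adjusted p 0.0195), and the adjusted p of cholesterol synthesis was 0.0603 in KGN, 0.0912 in COV and 0.0603 in AT29.

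Single members gave the sizes behind these medians. HMGCS1 (ENSG00000112972.15, chromosome 5, 43289395 to 43313512) fell from 68.6 ± 1.59 to 44.2 ± 0.926 CPM in KGN (SD, n = 3 each; log2 fold change -0.64, SE 0.034, adjusted p 2.11e-05) and from 65.5 ± 0.978 to 55.9 ± 0.831 CPM in COV (SD, n = 3 each; -0.23, SE 0.033, adjusted p 0.00425). Hmgcs1 (ENSMUSG00000093930.2) fell from 149 ± 1.40 to 114 ± 0.825 CPM in AT29 (SD, n = 3 each; -0.38, SE 0.028, adjusted p 1.10e-05). CCNB1 (ENSG00000134057.15, chromosome 5, 69167010 to 69178245) fell from 114 ± 0.205 to 77.9 ± 2.76 CPM in COV (SD, n = 3 each; log2 fold change -0.55, SE 0.035, adjusted p 0.000639). CDKN1A (ENSG00000124762.14, chromosome 6, 36676460 to 36687339) rose from 253 ± 5.54 to 334 ± 18.8 CPM in KGN (SD, n = 3 each; log2 fold change 0.40, SE 0.039, adjusted p 0.000235). TRIB3 (ENSG00000101255.11, chromosome 20, 362835 to 397559) rose from 113 ± 2.12 to 141 ± 0.915 CPM in KGN (SD, n = 3 each; log2 fold change 0.32, SE 0.028, adjusted p 0.000120). Foxl2 (ENSMUSG00000050397.4) fell from 45.3 ± 2.65 to 35.5 ± 2.40 CPM in AT29 (SD, n = 3 each; log2 fold change -0.35, SE 0.056, adjusted p 0.00139). CYP1A1 (ENSG00000140465.14, chromosome 15, 74719542 to 74725610) rose from 4.56 ± 0.385 to 7.57 ± 0.381 CPM in COV (SD, n = 3 each; log2 fold change 0.73, SE 0.089, adjusted p 0.00219), while TIPARP (ENSG00000163659.13, chromosome 3, 156673235 to 156706770) and NQO1 (ENSG00000181019.13, chromosome 16, 69706996 to 69726951) fell there by -0.26 and -0.23. Those 2 calls were lost in 4 and 5 of 6 fits with 1 library left out (adjusted p 0.0811 without COV EX-527 replicate 3 for TIPARP and 0.124 without COV EX-527 replicate 2 for NQO1). The other AHR list members tested, CYP1B1 (ENSG00000138061.12, chromosome 2, 38066973 to 38109902) and AHRR (ENSG00000063438.19, chromosome 5, 304176 to 438291) in COV, had adjusted p-values of 0.744 and 0.661. In AT29 Cyp1b1 (ENSMUSG00000024087.4) was called at 0.12, a call lost in 3 of 6 fits with 1 library left out (adjusted p 0.119 without EX-527 replicate 2), and Tiparp, Ahrr and Aldh3a1 were not called.

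The interaction test asked whether KGN and COV responded differently. It called 1316 of 19190 genes, 617 with a higher value in KGN and 699 with a lower one, and 4118 had an unadjusted p under 0.05. Both lines held a mean of at least 50 counts for 1242 of the called genes. Filtering moved this count upward most, to 2076 with no filter, while limma on log2(TPM + 0.1) gave 489 and replicate number as a block gave 480. It was 766 without KGN vehicle replicate 1, 857 without COV EX-527 replicate 2 and 858 without COV EX-527 replicate 3. Of the 8 lists, 5 had an adjusted p under 0.05 for the difference KGN minus COV. The medians were 0.24 for cell cycle (26 of 27 genes above 0, adjusted p 1.23e-21), -0.19 for cholesterol synthesis (18 of 23 below 0, adjusted p 3.29e-12), 0.16 for p53 targets (22 of 25 above 0, adjusted p 1.47e-06), 0.11 for ATF4 targets (15 of 23 above 0, adjusted p 0.00042) and 0.42 for AHR targets (3 of 5 above 0, adjusted p 0.0389). Members called over all genes numbered 16, 10, 6, 5 and 2 in that order, and 21, 11, 10, 13 and 2 when adjusted over the list alone. Of the 6 called p53 targets, 5 were above 0 and 1 was below. Without STC2, at the floor in a group, the median of ATF4 targets was 0.12. Among AHR targets CYP1A1 and CYP1B1 were at the floor in a group and the list passed in 5 of 12 fits with 1 library left out (adjusted p 0.0867 without KGN vehicle replicate 1), with a median of -0.29 without KGN EX-527 replicate 2. With an estimated correlation the adjusted p was 0.032, 0.0332, 0.0455, 0.0468 and 0.117, so AHR targets did not hold, and under fry each of the 5 held. Granulosa and steroidogenic genes (0.675), FOXO targets (0.497) and NF-kB targets (0.497) were not past the threshold.

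The largest interaction values by the naming rule fell on genes near the floor in one line. AKR1E2 (ENSG00000165568.18, chromosome 10, 4786629 to 4848062) had 0 to 5 counts in the KGN libraries, LERFS (ENSG00000234665.9, chromosome 9, 62856999 to 62898087) 0 to 3.26 and RFPL1S (ENSG00000225465.10, chromosome 22, 29436534 to 29478175) 0 to 6, whereas ARHGEF5 (ENSG00000050327.15, chromosome 7, 144355288 to 144380632) had 0 to 6.77 and TICAM2 (ENSG00000243414.6, chromosome 5, 115578650 to 115602479) 0 to 3.07 in the COV libraries. AC133644.2 (ENSG00000284879.1, chromosome 2, 87455476 to 87767359) had 12.1 to 89.6 counts in COV and shared reads in all 12 libraries. Genes expressed in both lines with the largest values were chosen after their values were seen. MATN2 (ENSG00000132561.14, chromosome 8, 97868840 to 98036716) had a log2 fold change of -0.34 in KGN and 0.60 in COV, a difference of -0.94 (SE 0.084, adjusted p 4.67e-05). TLR4 had 0.33 and -0.81, a difference of 1.14 (SE 0.12, adjusted p 0.000211), and HIC1 (ENSG00000177374.13, chromosome 17, 2054154 to 2063241) had -0.68 and 0.29, a difference of -0.98 (SE 0.18, adjusted p 0.00515). POC1B-GALNT4 (ENSG00000259075.6, chromosome 12, 89519408 to 89526262), CU638689.4 (ENSG00000280145.3, chromosome 21, 6630182 to 6670695) and the pseudogene RPS26P15 (ENSG00000223416.3, chromosome 1, 58056133 to 58056480) had differences of 1.55, 1.04 and -0.96 but shared reads in at least 11 of 12 libraries.

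The vehicle libraries of the human lines were compared to show how the lines differ without treatment. KGN and COV differed in 15658 of 18353 genes, 7488 higher and 8170 lower in KGN, with a median absolute log2 difference of 1.15 among them, and the count was lowest, at 12676, among genes with a mean of at least 50 counts. Line and any batch that followed line cannot be separated in this design. FOXL2 (ENSG00000183770.7, chromosome 3, 138944224 to 138947140) had 23.1 ± 1.05 CPM (SD, n = 3) in KGN and 0 counts in each COV vehicle library, so it was at least 402-fold higher in KGN (adjusted p 4.86e-10). STAR (ENSG00000147465.12, chromosome 8, 38143649 to 38151265) had 36.2 ± 2.19 CPM (SD, n = 3) in KGN and 1 to 3 counts in COV, at least 629-fold higher in KGN. NR5A1 (ENSG00000136931.10, chromosome 9, 124481236 to 124507430) had 89.9 ± 0.349 CPM (SD, n = 3) in KGN against 0.0583 ± 0.0519 CPM (SD, n = 3) in COV, where the libraries held 1 to 6 counts. NR5A2 (ENSG00000116833.14, chromosome 1, 200027602 to 200177424) had 1.46 ± 0.0516 CPM (SD, n = 3) in KGN and 236 ± 17.5 CPM (SD, n = 3) in COV, a 162-fold difference. INHBA (ENSG00000122641.11, chromosome 7, 41667168 to 41705834), INHBB (ENSG00000163083.6, chromosome 2, 120346143 to 120351808) and FST (ENSG00000134363.12, chromosome 5, 53480409 to 53487134) were 23.4-fold, 21.7-fold and 32.4-fold higher in KGN, and AMH (ENSG00000104899.8, chromosome 19, 2249309 to 2252073), GJA1 (ENSG00000152661.9, chromosome 6, 121435577 to 121449727; shared reads) and FOXO1 (ENSG00000150907.10, chromosome 13, 40469953 to 40666597) 2.18-fold, 3.1-fold and 2.65-fold. HSD17B1 (ENSG00000108786.11, chromosome 17, 42549214 to 42555213) was 14.1-fold higher in COV. CYP19A1 (ENSG00000137869.15, chromosome 15, 51208057 to 51338610), HSD3B2 (ENSG00000203859.10, chromosome 1, 119414931 to 119423035) and WNT4 (ENSG00000162552.15, chromosome 1, 22117305 to 22143969) were at the floor in KGN and at least 9.93-fold, 20.5-fold and 17.6-fold higher in COV. Each of these 14 genes stayed past the threshold with any 1 library left out. FSHR, AMHR2 and LHCGR were at the floor in both lines, which allows no fold.

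**Figure D3:**
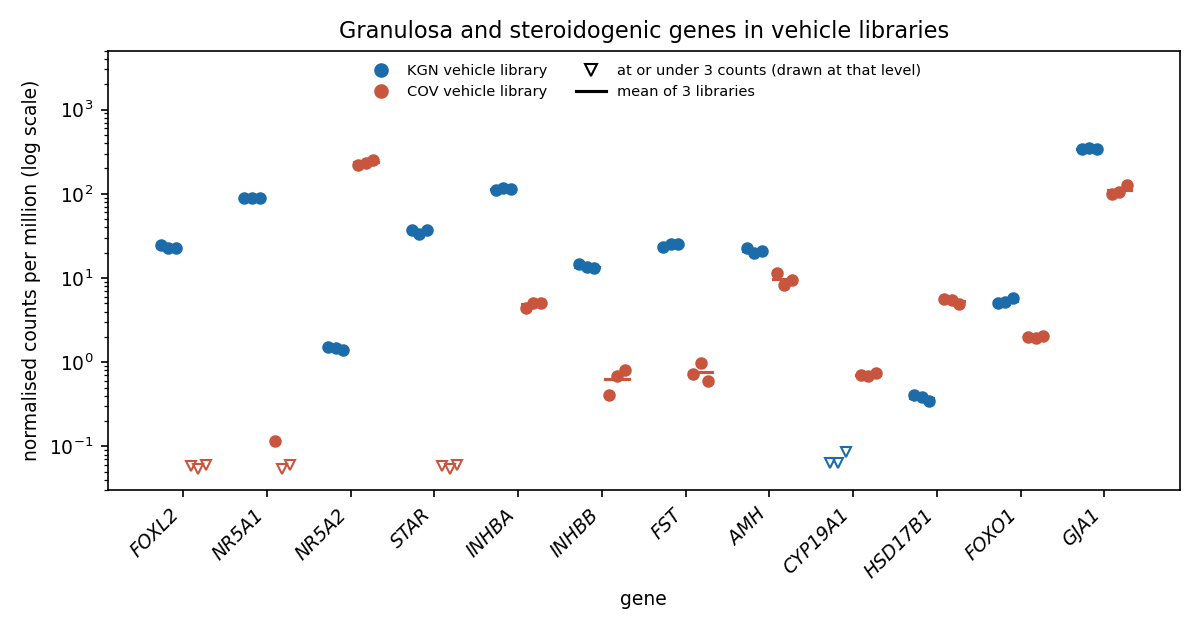
Normalised counts (CPM, vertical axis, log scale) of 12 granulosa and steroidogenic genes in 3 KGN and 3 COV vehicle libraries; circles are libraries, lines their means, and triangles libraries at or under 3 counts, drawn at that level. FOXL2 lies at 23.1 CPM in KGN and at 0 counts in COV, and NR5A2 at 1.46 CPM in KGN and 236 CPM in COV.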

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

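In this part, the tests of shared reads and of GC and length were chosen only after the result was seen. This covers the tests of the 5 fixed lists and, for GC and length, of the gene count. The lists of tubulins, interferon-stimulated genes and hypoxia genes were also chosen only after the result was seen. Those of the gamma-tubulin complex, LXR targets and fatty acid synthesis were added after the results of single genes had been seen. Each result here was set apart because the response to EX-527 differed between KGN and COV by the interaction test itself. The explanations that were run as tests are chance division of the libraries, library size, GC content with transcript length, and shared reads. A batch that followed treatment within 1 line cannot be excluded, because the labels give no batch.

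The interaction called 1316 genes. Of 100 splits drawn from the 200 possible, 1 split, the real one, gave as many. The largest other count was 1155, in a split that kept the real division of the KGN libraries, and the next was 734. Among 75 splits that kept the real division of neither line the largest count was 2. Such splits mix treated and vehicle libraries, so the treatment effects add to the spread within groups and lower their counts. They compare with no response in either line and cannot decide whether the responses were equal. With the 12 libraries thinned to 39780045 counts each, the test called 1251 genes, 1143 of them also called before thinning, which argues against library size as the whole cause. With GC and length offsets it called 1000 genes, 551 higher and 449 lower against 617 and 699 without them, and 791 of the 1316 calls were made again in the same direction. This argues against those trends as the whole cause and leaves them open for the calls that were not made again. The count was 766 without KGN vehicle replicate 1, 857 without COV EX-527 replicate 2 and 858 without COV EX-527 replicate 3. Over the alternatives of normalization, filter and test it ranged from 489 to 2076, and with replicate number as a block it was 480. A difference between the lines in their response to the inhibitor stays open as the biological explanation. It was not tested beyond the interaction.

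Of the 8 fixed lists, 5 differed, with medians of 0.24 for cell cycle, -0.19 for cholesterol synthesis, 0.16 for p53 targets, 0.11 for ATF4 targets and 0.42 for AHR targets. As many lists were past the threshold in 9 of 100 splits, and in 4 of the 75 splits that kept the real division of neither line, a subset examined after the 9 of 100 had been seen. So the number of lists past camera could by itself come from a chance division of the libraries. Under fry as many lists passed in 2 of 100 splits, with a median of 0 in other splits. For single lists, camera p-values as small as the real ones came from 15 of 100 splits for cell cycle, 11 for cholesterol synthesis, 6 for p53 targets, 11 for ATF4 targets and 9 for AHR targets, and fry p-values as small from 4, 1, 3, 5 and 2 of 100 in that order. In the 75 splits camera p-values as small came from 0 for the first 4 lists and from 7 for AHR targets. Splits that keep 1 line divided as it was still hold that line's response, and for the first 4 lists the splits as extreme, apart from the real one, were of that kind. The 75 splits compare with no response in either line, and not with an equal response in both.

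With GC and length offsets the adjusted p of these differences was 3.28e-22 for cell cycle, 1.39e-15 for cholesterol synthesis, 4.18e-07 for p53 targets, 4.56e-07 for ATF4 targets and 0.0474 for AHR targets. Among genes with whole counts in each library it was 1.12e-15, 4.24e-12, 5.57e-06, 0.000192 and 0.0258 in that order. Over the alternatives that kept the 12 libraries the adjusted p ranged from 1.83e-27 to 0.032, from 1.39e-15 to 0.0332, from 3.52e-09 to 0.0455, from 4.56e-07 to 0.0468 and from 0.00435 to 0.117, the highest in each case with an estimated correlation. These values argue against GC content, transcript length and shared reads as the whole cause of the first 4 differences. For AHR targets, with 5 genes, neither can be told apart from a difference in response, since the call was also lost in 7 of 12 fits with 1 library left out (adjusted p 0.0867 without KGN vehicle replicate 1) and the median was -0.29 without KGN EX-527 replicate 2. The criterion of an adjusted p under 0.005 for counting against an explanation was set after these values were seen. For cell cycle, cholesterol synthesis, p53 and ATF4 targets a difference between the lines in response may therefore be a candidate explanation, as a hypothesis found and tested on the same data.

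Of the 6 lists added later, 3 differed between KGN and COV. The median was 0.49 for hypoxia genes (18 of 20 above 0, adjusted p 4.6e-28), and 0.45 without 4 genes at the floor in a group, ANGPTL4, CA9, EGLN3 and SLC16A3. Its adjusted p ranged from 5.12e-33 to 0.00721 over the alternatives and 1 of 100 splits gave a camera p as small, the real one. The median was -0.064 for alpha- and beta-tubulins (8 of 10 below 0, adjusted p 0.00122), but the call did not hold with GC and length offsets (0.082) or among genes with whole counts (0.351), and 27 of 100 splits gave a camera p as small. That median was -0.042 without KGN vehicle replicate 3 and -0.037 without KGN EX-527 replicate 3. For interferon-stimulated genes the median was 0.07 (17 of 24 above 0, adjusted p 0.0276), and 0.065 without CMPK2, IRF7 and RSAD2, which were at the floor in a group. This call was lost with an estimated correlation (0.23), and 9 of 100 splits gave a camera p as small. It was also lost without KGN vehicle replicate 1 (0.0519), KGN EX-527 replicate 3 (0.0837), COV vehicle replicate 1 (0.0627) or COV EX-527 replicate 1 (0.0676), and its median was 0.12 without KGN EX-527 replicate 2, COV vehicle replicate 2 or COV EX-527 replicate 2 (0.115, 0.119 and 0.125). Members called over all genes numbered 13, 3 and 4 for hypoxia, tubulins and interferon-stimulated genes, and 13, 6 and 6 when adjusted over the list alone. Of the called tubulins 2 were below 0 and 1 above, and of the called interferon-stimulated genes 3 were above 0 and 1 below. The differences of the gamma-tubulin complex (median 0.027, adjusted p 0.417) and fatty acid synthesis genes (median -0.076, adjusted p 0.472) were not past the threshold, and their medians were 0.063 without KGN EX-527 replicate 3 and 0.01 without COV EX-527 replicate 2 for the former and -0.015 without KGN EX-527 replicate 3 for the latter. The LXR targets were just outside it with camera (median 0.12, adjusted p 0.0526) and past it with fry (0.0173), with GC and length offsets (0.0175, median 0.042), with no filter (0.0486) and in 3 of 12 fits with 1 library left out, without KGN vehicle replicate 3 (0.0392), KGN EX-527 replicate 2 (0.0292) or COV vehicle replicate 2 (0.0316). Their median was 0.23 without KGN EX-527 replicate 1, 0.36 without COV vehicle replicate 2, -0.067 without COV vehicle replicate 3 and -0.05 without COV EX-527 replicate 3, so the direction of the median depended on single libraries.

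The named genes of the fixed lists gave the sizes of these differences, as log2 values of KGN minus COV. Among cell cycle genes they were 0.34 for CCNB1, 0.24 for CDC20, 0.34 for PLK1 and 0.37 for BUB1B, where CDC20 had shared reads in 12 of 12 libraries and BUB1B in 1. Among cholesterol synthesis genes they were -0.41 for HMGCS1, -0.56 for DHCR7, -0.55 for MVD, -0.51 for MVK and -0.16 for FDPS. FDPS had an adjusted p of 0.0499 and lost its call in 11 of 12 fits with 1 library left out, to 0.153 without KGN EX-527 replicate 3. Among p53 targets they were 0.41 for CDKN1A, 0.30 for EDA2R and 0.38 for FAS, and among ATF4 targets 0.43 for GDF15, 0.28 for PPP1R15A and 0.40 for DDIT4. GDF15 lost its call in 3 of 12 fits (0.0601 without COV EX-527 replicate 2). Values for other list members were 0.42 for TIPARP, 0.46 for NQO1, 0.56 for SESN3, 0.63 for IER3 and -0.33 for PINK1, and SESN3 lost its call in 8 of 12 fits (0.0690 without KGN vehicle replicate 2). Among the genes with the largest changes within a line they were -1.81 for TGFB2, -0.99 for RARB, 1.14 for TLR4 and 0.40 for ARRDC3. TGFB2 rested on 9 to 22 counts in the COV libraries, TLR4 had shared reads in 7 of 12 libraries, and RARB lost its call in 9 of 12 fits (0.0870 without COV EX-527 replicate 3). No explanation was tested gene by gene.

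Some of the largest fitted differences have a simpler reading. AKR1E2, LERFS and RFPL1S in KGN, and ARHGEF5 and TICAM2 in COV, had between 0 and 6.77 counts in each library of that line, so their fitted log2 values of 4.76, -4.62, -2.83, 2.27 and -4.57 depend on the prior count and give no fold. Calls were lost in 4, 5, 4 and 5 of 12 fits with 1 library left out for the first 4, with an adjusted p of 0.0808 without KGN EX-527 replicate 3 for AKR1E2, 0.0736 without KGN vehicle replicate 1 for LERFS, 0.0999 without KGN EX-527 replicate 3 for RFPL1S and 0.177 without COV EX-527 replicate 3 for ARHGEF5. On log2(TPM + 1) with limma AKR1E2 had a value of -0.012. AC133644.2, POC1B-GALNT4, CU638689.4 and RPS26P15 had values of 1.66, 1.55, 1.04 and -0.96 with shared reads in at least 11 of 12 libraries, and the first 3 lost their calls in 3, 9 and 5 of 12 fits with 1 library left out (adjusted p up to 0.0757, 0.118 and 0.0744, without COV EX-527 replicate 2, KGN vehicle replicate 1 and COV EX-527 replicate 2). Shared reads could give such values, as genes with shared reads spread more between replicates (1.17 times in KGN and 1.2 times in COV). HIC1 (-0.98) and MATN2 (-0.94) had whole counts in 12 of 12 libraries and kept their calls in 12 of 12 fits with 1 library left out, though HIC1 lost its call with limma on TPM values (-0.29 on log2(TPM + 1)).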

How the results depend on the processing

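The GC and length offsets, the restriction to genes with whole counts, and the alternatives of the added lists and of the interaction of list members were chosen only after the result was seen. With RLE normalization, DESeq2, a minimum mean of 50 counts, GC and length offsets or 1 fit over the 12 human libraries, the counts of called genes within each line, in the interaction, at baseline and shared between lines stayed within 1.5 times the values reported, for each count the setting was run on. DESeq2, for example, called 2747, 2650 and 3370 genes in KGN, COV and AT29. The joint fit and the offsets were not run for AT29, at baseline or for genes shared between lines, whole counts were not run at baseline, and lists were not run under limma on TPM values, DESeq2 or the joint fit.

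Limma on TPM values gave fewer calls. On log2(TPM + 1) and log2(TPM + 0.1) the counts were 830 and 843 in KGN, 1459 and 1474 in COV, 1721 and 1734 in AT29, 646 and 489 for the interaction, 155 and 153 shared by KGN and COV and 51 and 50 shared by 3 lines. On log2(TPM + 1), 698 of the 3033 KGN calls, 1249 of the 2703 COV calls and 1519 of the 3679 AT29 calls were made again. Of all 1721 and 1734 limma calls in AT29, 63.3% and 63.4% were higher with EX-527, against 1866 higher and 1813 lower with edgeR. The cause was not tested. TPM values shifted the median log2 value of all genes by over 0.1 for the baseline comparison alone (-0.115 and -0.125). The sign of SIRT5 (-0.0518 and -0.0566), SIRT7 (0.1075 and 0.1132), FBXO32 (-0.1188 and -0.1395) and NFKB2 (-0.0182 and -0.0191) in KGN was reversed on these scales, as was that of AKR1E2 (-0.012 on log2(TPM + 1)) in the interaction. Of 218 values of named genes 68 and 69 were weaker in turn.

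With no filter on low counts the interaction called 2076 genes, 57% of them higher in KGN, and 244, 119 and 215 genes in KGN, COV and AT29 were called at 2-fold or more against 69, 33 and 96. In the same order a minimum mean of 50 counts left 12, 5 and 28 of that size, DESeq2 9, 3 and 26, log2(TPM + 1) 8, 1 and 11, log2(TPM + 0.1) 34, 29 and 53 and whole counts 38, 19 and 66, while the block left 6 in COV and the joint fit gave 65 there. Without the filter more genes near the floor were tested. Among genes with whole counts 121 were shared by 3 lines, with fewer genes tested. The sign of SIRT1 in COV, which was not called, was reversed in 1 fit over the 12 human libraries (0.0021) and with GC and length offsets (0.0144).

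Replicate numbers did not pair the libraries, since the correlation of replicates with the same number, after the means of the groups were removed, lay between -0.16 and 0.07. With replicate number as a block, a paired fit, COV gave 543 genes, the interaction 480, KGN and COV shared 181 and 3 lines shared 70. KGN gave 3298 and AT29 3412. The cause was not tested.

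Of the fixed lists, camera with an estimated correlation left 0 in KGN, 1 in COV, 0 in AT29 and 4 of 5 in the interaction past the threshold, where a preset correlation passed 5, 2, 4 and 5. Of 32 list values, 11 were weaker in this setting, 2 weaker and 1 stronger with fry, 1 weaker with no filter, 1 weaker at a minimum mean of 50 counts, and the remaining values in these settings kept camera's direction and their side of the threshold, as did those with RLE, the block, GC and length offsets or whole counts. Medians of lists that were not called changed sign all the same. They ranged from -0.161 to 0.105 for AHR and -0.005 to 0.003 for p53 targets in AT29, in COV from -0.034 to 0.252 for AHR targets, -0.046 to 0.052 for granulosa genes and -0.002 to 0.064 for NF-kB targets, and in the interaction from -0.068 to 0.107 for granulosa genes and, of the added lists, from -0.076 to 0.014 for fatty acid synthesis. For the added lists 9 of 24 values were weaker with an estimated correlation, 4 among genes with whole counts, 1 with fry, where 4 were stronger, 1 at a minimum mean of 50 counts and 1 with GC and length offsets, where 1 was stronger, as was 1 with no filter. The direction of the gamma-tubulin complex in KGN was reversed with no filter (median -0.018), the block (-0.023), fry (-0.023) and whole counts (0.005), and in AT29 with no filter (0.015) and whole counts (0.009). That of fatty acid synthesis in the interaction was reversed among whole counts (-0.03). These reversals concern camera's direction in lists that were not called, and the cause was not tested. Of named genes, 8 of 202 values were weaker with DESeq2, 46 of 218 with the block, 4 of 147 with GC and length offsets, 3 of 218 with no filter, 1 of 218 with RLE and 7 of 112 in the joint fit, where 2 were stronger.

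Leaving out 1 library in turn leaves fewer samples. The counts ranged from 1377 to 3597 genes in KGN, 1067 to 2570 in COV, 1982 to 3658 in AT29, 766 to 1650 for the interaction, 15438 to 15991 at baseline, 288 to 677 shared by KGN and COV and 111 to 234 shared by 3 lines. Lists past the threshold ranged from 4 to 6 in KGN, 2 to 2 in COV, 3 to 4 in AT29 and 4 to 5 in the interaction. Calls of named genes held in each such fit for 37 of 49 genes in KGN, 24 of 48 in COV, 42 of 48 in AT29, 24 of 35 in the interaction and 14 of 14 at baseline, and of 1518 values 216 were weaker and 3 stronger. Of 240 values of fixed lists 12 were weaker and 3 stronger, and of 180 values of added lists 5 and 5. Direction was reversed in some of these fits, with medians from -0.05 to 0.013 for ATF4 targets and -0.332 to -0.027 for AHR targets in AT29, -0.098 to 0.114 for granulosa and 0.055 to 0.184 for NF-kB targets in the interaction, -0.026 to -0.007 and -0.001 to 0.019 for the gamma-tubulin complex in KGN and AT29, -0.119 to 0.015 for LXR targets in COV and -0.084 to -0.015 for fatty acid synthesis in the interaction. Among genes not called the same held for SIRT1 (-0.0694 to 0.0187), SIRT3 (-0.0228 to 0.0793), SIRT6 (-0.0534 to 0.0668) and SIRT7 (-0.0824 to 0.0383) in KGN, and for SIRT1 (-0.0949 to 0.0455), SIRT7 (-0.1543 to 0.0098) and CYP1B1 (-0.0241 to 0.3191) in COV.

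Depth limits genes near the floor, for which folds are bounds. Its part in missing small changes was not separated from that of spread and the number of libraries. In the simulated data the interaction recovered 47.5% of the genes that were given the smaller of the simulated differences. These genes were chosen above a minimum abundance.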

Other observations

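In this part, the tests of the tubulin and hypoxia genes in KGN and AT29 were chosen only after the result was seen. So was that of an interferon response in AT29. The GC and length offsets and the restriction to whole counts were chosen after the data were seen. The lists of LXR targets, fatty acid synthesis and the gamma-tubulin complex were added after the results of single genes had been seen. The criteria of fry and of splits for LXR, fatty acid and gamma-tubulin genes were set after the values were seen. So was the criterion of a SMARCA4 RNA 8-fold lower before loss of both ATPases is met. The same holds for the criterion of the sign over all fits for tubulins against cell cycle genes.

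Other splits of the libraries were tested beside each count. Within KGN, COV and AT29, 1 of 10 splits gave as many called genes, the real one in each line, and the largest other count was 2 in each. At baseline 1 of 10 splits gave as many, the real one. With 3 libraries against 3 the share of splits cannot fall under 0.1, although the counts in the other splits of a line were far smaller than the real ones. Those splits mix treated and vehicle libraries, so the treatment effects add to the spread within groups and lower their counts. Of 200 combinations of splits of both human lines, 1, the real one, gave as many genes called in the same direction (largest other 108), and of 4000 combinations over 3 lines, 1 (largest other 22). The 108 and 22 came from the real splits with treatment swapped in a line, and since no other split of a line called over 2 genes, no combination with one could share more. By their number these combinations add nothing to the splits within lines. Direction is a separate result, with 573 genes called in the same direction in KGN and COV and 108 in opposite directions. Over 3 lines 204 genes were called in the same direction, against 34.1 for independent calls and at most 22 with treatment swapped. These values argue against chance divisions made separately in each line as the whole cause of the shared genes, although genes are not independent replicates. As many fixed lists passed camera in 1 of 10 splits for KGN, 5 of 10 for COV and 3 of 10 for AT29, and other splits passed a median of 3, 1 and 3 lists. Under fry these were 1, 1 and 2 of 10, with a median of 0 in other splits. A camera p as small as the real one came from 1 of 10 splits for cholesterol synthesis in each line, for cell cycle in COV, and for p53 and ATF4 targets in KGN, but from 3 and 2 of 10 for cell cycle in KGN and AT29, 5 of 10 for NF-kB targets in KGN, and 2 and 3 of 10 for granulosa genes and NF-kB targets in AT29.

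Cholesterol synthesis genes were lower with EX-527 in 3 lines. With GC and length offsets the adjusted p of the list was 2.58e-36 in KGN and 9.94e-05 in COV, and among members with whole counts 1.68e-32 in KGN, 4.71e-05 in COV and 8.24e-16 in AT29. Over the alternatives it ranged from 5.69e-48 to 0.0603, from 1.13e-06 to 0.0912 and from 3.73e-31 to 0.0603, the highest with an estimated correlation. These values argue against GC content, transcript length (in the human lines) and shared reads as the whole cause. A hypothesis of sterol accumulation, which would lower SREBP2 targets and raise LXR targets, was tested on the LXR list. In KGN it was higher (median 0.24, 4 of 6 genes, adjusted p 0.0112, 1 of 10 splits with a p as small, 0.116 with an estimated correlation), which is consistent with that hypothesis. In COV (median -0.022, adjusted p 0.964; -0.12 without EX-527 replicate 1 and 0.015 without vehicle replicate 3) and AT29 (median 0.21, adjusted p 0.593 with camera and 0.025 with fry; 0.13 without vehicle replicate 2) it cannot be told apart, with 7 genes that moved both ways. A fall that includes fatty acid synthesis was tested on its list. In COV the list was lower (median -0.11, 8 of 10 genes, adjusted p 0.0363), although the call was lost without EX-527 replicate 3 (0.0675) and with an estimated correlation (0.184). In KGN (median -0.046, 7 of 11 lower, adjusted p 0.00249) the prediction was met, but fry gave 0.069, 2 of 10 splits gave a p as small, and the median was -0.015 without EX-527 replicate 3, -0.03 without vehicle replicate 3 and -0.089 without EX-527 replicate 1. In AT29 (median -0.062, 8 of 11 lower) the adjusted p was 0.0866 with camera, 0.025 with fry, 0.0412 without vehicle replicate 2 and 0.0442 without EX-527 replicate 2, and the median was -0.036 without EX-527 replicate 1. In KGN and AT29 this explanation stays open.

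Alpha- and beta-tubulin genes were lower with EX-527, with medians of -0.29 in KGN (10 of 10 lower, adjusted p 1.73e-28), -0.22 in COV (9 of 10, adjusted p 1.4e-07) and -0.33 in AT29 (9 of 10, adjusted p 3.77e-26). Of the 10 genes, 9 were called in each line, and 9, 10 and 10 when adjusted over the list alone. In COV 8 of these calls over all genes were lower and 1 was higher. With an estimated correlation the adjusted p was 0.00534, 0.0571 and 0.0311, in COV it was 0.0584 among genes with whole counts, and under fry each line held. Summed over the tubulin genes and pseudogenes, without TUBB in the human lines, counts fell from 6898 ± 16.6 to 5643 ± 61.9 CPM in KGN (SD, n = 3 each; log2 ratio -0.2898), from 3900 ± 47.2 to 3326 ± 38.5 CPM in COV (SD, n = 3 each; -0.2297) and from 5196 ± 87.4 to 4093 ± 109 CPM in AT29 (SD, n = 3 each; -0.3442), and in each line the groups did not overlap, which chance gives in 10% of sums. A division of reads among the summed genes would leave the sum as it was, so these sums argue against it as the whole cause. In KGN and COV a division of reads between TUBB and the summed genes is not covered. Autoregulation of tubulin transcripts by free tubulin could lower alpha and beta but not gamma-tubulin genes. The gamma-tubulin complex list had medians of -0.023 in KGN (adjusted p 0.975), -0.11 in COV (0.3, and 0.0338 with fry) and 0.009 in AT29 (0.975), with members going both ways. The median in KGN was -0.007 without EX-527 replicate 3 and -0.014 without vehicle replicate 1 or 3. In AT29 it was 0.019 without EX-527 replicate 1, 0.004 without vehicle replicate 2 and -0.001 without EX-527 replicate 3. Autoregulation therefore cannot be told apart from other causes. If the decrease belonged to lower cell cycle expression, COV, the line with the larger cell cycle decrease, would have the larger tubulin decrease. Its tubulin median of -0.225 was smaller in size than that of KGN, and the difference KGN minus COV was -0.064 for tubulins (from -0.11 to -0.008 over the alternatives) and 0.24 for cell cycle genes (from 0.214 to 0.244). This argues against a tubulin decrease that grew with the cell cycle decrease from KGN to COV. The call of the tubulin difference did not hold with GC and length offsets or among whole counts. Lower cell cycle expression as a cause within a line was not tested.

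Interferon-stimulated genes were higher with EX-527 in AT29, with a median of 0.59 and 24 of 24 genes called (24 adjusted over the list alone, adjusted p 1.52e-73, 0.0311 with an estimated correlation, 1 of 10 splits with a p as small). Ifit3, a member, had been seen among the largest increases before the list was made. Without it 23 genes had a median of 0.59 and an unadjusted p of 2.11e-68, and the 13 members with whole counts had an unadjusted p of 1.76e-44 with 13 of 13 higher, which argues against shared reads. An interferon response in AT29 is a candidate explanation, and whether it came from the inhibitor or from a condition of the treated cultures was not tested. In KGN the list had a median of 0.022 (adjusted p 0.566, 6 called and 7 adjusted over the list alone), which was 0.053 and 0.076 without EX-527 replicates 1 and 2 and 0.002, 0.008 and 0.011 without EX-527 replicate 3, vehicle replicate 2 and vehicle replicate 1. No response was detectable there, and a small response cannot be excluded. In COV it was lower (median -0.06, 19 of 23 lower, adjusted p 0.0123, 0.163 with an estimated correlation, 3 called and 6 adjusted over the list alone). A camera p as small came from 2 of 10 splits, and the largest median of another split was 0.052 in size. These values argue against an interferon response in COV, although a chance division is not excluded for the decrease itself. The median was -0.12 without vehicle replicate 2, -0.11 without EX-527 replicate 2 and -0.091 without EX-527 replicate 3. The difference of AT29 from the human lines was not tested.

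Hypoxia genes, a list made after CA9 and Ak4 had been seen among the largest changes, moved in opposite directions. CA9 and Ak4 are members, and the list was not tested again without them within a line. The median was 0.35 in KGN (19 of 19 higher, adjusted p 5.65e-27), -0.057 in COV (10 of 16 lower, adjusted p 0.0021) and -0.58 in AT29 (17 of 19 lower, adjusted p 5.64e-20). Members called numbered 16, 7 and 13, and 17, 7 and 16 when adjusted over the list alone. In COV 6 of the 7 calls over all genes were lower and 1 was higher. With an estimated correlation the adjusted p was 0.0571, 0.116 and 0.116, and under fry each held. In COV the call was also lost among genes with whole counts (0.14), and the median was -0.097 without vehicle replicate 1. A p as small came from 1 of 10 splits in each line. These directions argue against a change of hypoxia signalling shared by the 3 lines. Differences between cultures in density or oxygen were not tested.

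Calls of at least 2-fold held shared reads more often than smaller calls. At matched abundance the SD between replicates of genes with shared reads was larger than that of other genes, by a median factor of 1.17 in KGN, 1.2 in COV and 1.15 in AT29 over 20 abundance bins, and above 1 in 19, 20 and 19 of them. An uneven division of reads between genes that share them may therefore give part of the 2-fold calls. No biological explanation was tested.

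The lines were also compared for the SWI/SNF ATPases SMARCA4 and SMARCA2, because loss of both is known from small cell carcinoma of the ovary. SMARCA2 had 94.2 ± 2.47 CPM in KGN vehicle and 0.988 ± 0.227 CPM in COV vehicle libraries (SD, n = 3 each), a 95.3-fold difference, and SMARCA4 had 194.9 ± 2.34 and 25.5 ± 2.18 CPM (SD, n = 3 each), a 7.65-fold difference. Of 9747 genes with at least 10 CPM in KGN, 399 (4.09%) were as much lower in COV as SMARCA2 and 931 (9.55%) as SMARCA4. SMARCA2 RNA was thus near loss in COV, whereas SMARCA4 RNA was lower but plainly expressed, with 1254 to 1427 counts per COV vehicle library. The prediction of SMARCA2 at least 8-fold lower and SMARCA4 lower was met, while the 8-fold difference asked of SMARCA4 later was not. A line that lost both ATPases cannot be told apart from other differences between the lines, since protein was not measured and 85.3% of genes tested differed. The SMARCA4 RNA that remained does not decide this, because RNA does not show whether the protein was lost.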
